A study of Mus musculus with 2 samples. Its data were reported in "Aldh1a2+ fibroblastic reticular cells regulate lymphocyte recruitment in omental milky spots" (2023).

How the data were processed

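Cells of the mouse omentum, a fold of peritoneal fat that carries lymphoid clusters called milky spots, were profiled by droplet-based single-cell RNA sequencing on the Chromium platform, in which each captured transcript carries a unique molecular identifier (UMI). The series holds 2 libraries, 1 from wild-type (WT) mice and 1 from *Postn*-DTR mice, both collected 5 days after injection of diphtheria toxin (DT). *Postn*-DTR mice carry the diphtheria toxin receptor at the *Postn* locus, so that DT removes *Postn*-expressing stromal cells. Each library pools the mice of its group, so the design has no replicates, and no test between groups, p-value or standard error was computed. The series' design text calls the cells omental leukocytes, and the study's methods state no sort before capture.

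The values deposited by the authors are natural log values. Each is the natural log of 1 plus the UMIs of a gene in a cell scaled to 10000 UMIs per cell, rounded to 3 decimals. Per the study's methods, the authors made the counts with Cell Ranger. The genome build and the authors' filter on genes are not given in the sources used here. Per the labels the libraries were made with the 5′ version of the reagent kit, whereas the study's methods name the 3′ version. Heavy-chain V segments, which lie at the 5′ end of their transcripts, gave UMIs at a level like that of the constant region in plasma-like cells, and the values were read as counts of 5′ ends. The matrices list 19960 genes, and 19950 of their Ensembl identifiers were found in the GENCODE annotation of the GRCm38 assembly, which gave 1060 symbols left blank by the authors and all coordinates below (1-based). Y-linked *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* are not among the listed genes and were not analysed here.

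Values were back-transformed to UMIs per 10000. In each cell these were multiples of a smallest step, and dividing by it recovered UMIs that were whole within 0.1 UMI for 99.95% of the WT values and 99.89% of the *Postn*-DTR values. For values of up to 20 UMIs the share was 100% in both libraries. The comparison of expression had been planned on counts, with UMIs summed per class and library. Because the files hold natural log values, the reported level of a gene is the mean over cells of the deposited values on the linear scale (UMIs per 10000), and the summed recovered UMIs, with exact Poisson or conditional binomial 95% intervals, are given beside it as an alternative chosen after the files were seen. All intervals on counts and shares (exact Clopper-Pearson for shares, the approximate Katz log interval for ratios of shares) cover counting error only and say nothing about differences between mice. A share of 0 is given with the limit that 3 counts of the total allow.

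Cells were kept with 200 to 7500 detected genes and at most 25% mitochondrial UMIs, as in the study. Both libraries were merged without batch correction in Seurat 5.3.0 under R 4.3.3. SCTransform (sctransform 0.4.2) was run with 3000 variable features, from which V, D and J segments of immunoglobulin and T cell receptor genes had been left out so that clones would not define clusters. Louvain clusters came from 30 principal components at resolution 0.8. Clusters were called "X-like" from marker genes fixed before the data were examined. The scoring thresholds were set after the clusters had been seen. A marker counted when its mean in the cluster was at least 2 times that over the other cells (0.02 UMIs per 10000 added to both) and it was detected in at least 10% of the cells. A name needed 3 such markers and a score of 0.5, and the highest score gave the name. T and B subsets also needed a lead of 0.3 over the next subset. A subset stayed open when another subset had more markers among the 10 leading genes. A cluster with 25% or more called doublets stayed unnamed. So did a cluster whose leading genes held more markers of another class than of its own, and a shallow cluster whose leading genes held none of its own. These rules left 2 clusters outside the named classes, cluster 25 (0.636% of the WT cells and 0.873% of the *Postn*-DTR cells) and cluster 26 (1.03% and 0.0698%). A cycling T cluster and a cycling B cluster were counted as T-like and B-like but given no subset. Doublets were called in each library with Scrublet (scanpy 1.11.5), which marked 88 WT cells (1.02%) and 103 *Postn*-DTR cells (1.80%), and were removed only in an alternative.

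B2 B-like cells came mostly from cluster 1 in WT (84.8%) and from cluster 10 in *Postn*-DTR (57.8%), and neutrophil-like cells mostly from cluster 11 in WT (52.0%) and cluster 8 in *Postn*-DTR (49.2%). Shares use all cells in leukocyte clusters as the denominator, that is every cluster except the stromal ones. Expression was compared in CD4 T-like cells (naive and other CD4 T-like clusters, without Treg-like cells), CD8 T-like, B2 B-like, B1 B-like and neutrophil-like cells. Named genes are those the study names for this comparison, together with the 3 genes (CD4 T-like, CD8 T-like, B2 B-like) or 2 genes (B1 B-like, neutrophil-like) with the highest and the lowest log2 ratio of CPM (UMIs relative to all UMIs of the class), 0.5 UMI added to each sum, among genes with at least 100 UMIs over both libraries whose level in the class was at least 0.5 times that over all leukocytes. Receptor segments, receptor constant genes and mitochondrial genes were left out of that ranking. Some genes that these rules picked are not reported here. A class was taken as informative for a gene at 100 UMIs or more. For shares of cells with a UMI, each cell was thinned at random to 1000 UMIs and shallower cells were left out, with the unthinned share beside it. For gene lists the median log2 ratio was placed among 10000 random lists of equal size matched on mean expression, as a description of these libraries. Lists of cytosolic ribosomal protein genes, dissociation-induced genes, interferon-stimulated genes and candidate retinoic acid response genes were fixed before the data were examined, and a list of glucocorticoid-induced genes was added later.

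The groups, the measures, the markers, the rule for named genes and most alternatives were fixed before the data were examined. The alternatives fixed in advance were stricter limits on mitochondrial UMIs (10%) and detected genes (500), other clustering resolutions (0.4 and 1.6), log-normalized values, receptor segments kept among the variable features, doublets removed, gates on UMIs in place of clusters, other denominators, trimmed-mean (TMM) scaling with 30% and 5% trims, totals without receptor, mitochondrial and ribosomal protein genes, thinned cells, and other UMI minimums. Shares without plasma-like cells, with or without neutrophil-like cells, levels without the highest cell, sums of recovered UMIs, unthinned detection and the glucocorticoid list were added after the data had been seen. The statistics were tested on simulated data with the mean profile and the cell depths of the B2 B-like cells. Over 7289 genes, 199 genes changed by 1 on the log2 scale were recovered with 100% correct signs and median estimates of 1.02 and -1.03. The 95% intervals covered the truth for 95.8% of 1000 genes. All simulated cells of a group shared a profile, so variation between cells beyond counting was absent. The coverage thus holds for counting error only and does not extend to genes whose UMIs are gathered in few cells. Computation outside R used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.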

Results

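Single-cell transcriptomes of the omentum were compared between WT and *Postn*-DTR mice 5 days after DT, with 1 library per group and no replicates. The files list 8686 barcodes for WT and 5736 for *Postn*-DTR. The limits of 200 to 7500 detected genes and 25% mitochondrial UMIs removed few of them and left 8654 and 5727 cells. The libraries were of nearly equal total depth, with 80152164 UMIs in the WT cells kept and 81011219 in the *Postn*-DTR cells. The median cell held 5635 UMIs and 2006 genes in WT, and 8472 UMIs and 2193 genes in *Postn*-DTR. This order did not hold within most cell classes: median depth was lower in *Postn*-DTR in CD4 T-like cells other than naive (3209 against 4027 UMIs) and in B2 B-like cells (3138 against 4287), and higher in CD8 T-like cells (6752 against 5765). Of the alternatives, the gene minimum of 500 moved the number of *Postn*-DTR cells most, to 5617.

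The targeted gene, *Postn* (ENSMUSG00000027750, chromosome 3, 54361109 to 54391037), was examined first. Stromal cells were few in both libraries, 65 in WT (0.751% of cells, 95% interval 0.580 to 0.956) and 33 in *Postn*-DTR (0.576%, 0.397 to 0.808). The class was mixed. Cluster 28 (48 WT and 24 *Postn*-DTR cells) was led by *Col3a1*, *Col1a1* and *Dcn*, with mesothelial *Upk3b* among its leading genes. Cluster 30 (17 and 9) was led by *Tagln*, *Acta2* and *Myl9*. Stromal values here are thus not values of the targeted fibroblasts alone. A *Postn* UMI was found in 26.2% of the WT stromal cells (17 of 65, 16.0 to 38.5) and in 21.2% of the *Postn*-DTR ones (7 of 33, 8.98 to 38.9), at median depths of 17862 and 16804 UMIs. Thinned to 1000 UMIs, with no cell left out, 2 of 65 and 1 of 33 retained a UMI. The level went from 0.548 UMIs per 10000 in WT (60 UMIs, 22 of them in 1 cell) to 0.187 in *Postn*-DTR (19 UMIs, 8 of them in 1 cell). The log2 ratio was -1.55 on the means and -0.83 on summed UMIs (-1.66 to -0.066). Without that WT cell, a comparison chosen after the values were seen, the ratio on summed UMIs was -0.19 (-1.07 to 0.64), from 38 and 19 UMIs. The highest *Postn*-DTR cell was kept, and leaving out a WT cell alone can only raise the ratio. Whether the lower level rested on single cells is thus not decided by it. The intervals of the shares overlapped, and a loss of *Postn*-expressing cells was left open at this number of stromal cells. The study's own evidence for the ablation is flow cytometry and staining of omenta after DT, where the *Aldh1a2*-expressing population was depleted. Among leukocytes, *Postn* was found in 17 of 8589 WT cells (0.198%, 0.115 to 0.317) and in 1 of 5694 *Postn*-DTR cells (0.0176%), at median depths of 5606 and 8403 UMIs. After thinning, with 112 and 122 cells left out, 2 of 8477 WT leukocytes and 0 of 5572 *Postn*-DTR leukocytes held a UMI, and the latter allows a share of up to 0.0538%. T-like cells, as a class that should lack the gene, gave 5 of 3190 in WT (0.157%) and 0 of 518 in *Postn*-DTR at median depths of 4618 and 4203 UMIs, so the share in WT leukocytes was at the level of background.

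Next, the composition of omental leukocytes was compared, to ask which populations the removal of *Postn*-expressing cells affects. T-like cells made up 37.1% of WT leukocytes (36.1 to 38.2) and 9.10% of *Postn*-DTR leukocytes (8.36 to 9.87), a ratio of 0.245 (0.225 to 0.267). All 6 T-like subsets had a lower share. The ratio was 0.0695 for naive CD4 T-like cells (5.05% against 0.351%), 0.251 for other CD4 T-like cells (10.3% against 2.60%), 0.390 for Treg-like cells (4.41% against 1.72%), 0.183 for CD8 T-like cells (4.42% against 0.808%), 0.230 for γδ T-like cells (5.73% against 1.32%) and 0.288 for NKT-like cells (6.10% against 1.76%). B2 B-like cells fell from 17.9% (17.1 to 18.7) to 8.20% (7.50 to 8.94), a ratio of 0.459, and B1 B-like cells from 12.9% (12.2 to 13.6) to 8.50% (7.79 to 9.25), a ratio of 0.659. The clusters of B2 B-like cells did not move together, since cluster 1 fell from 15.2% to 3.46% of leukocytes whereas cluster 10 rose from 2.72% to 4.74%. In the opposite direction, plasma-like cells rose from 6.99% (6.46 to 7.55) to 38.3% (37.0 to 39.5), a ratio of 5.48, and neutrophil-like cells from 4.12% (3.71 to 4.56) to 17.3% (16.3 to 18.3), a ratio of 4.20. Macrophage-like cells rose from 1.43% to 5.85% and monocyte-like cells from 1.80% to 3.99%. DC-like cells fell from 5.54% to 1.37%, cDC1-like cells from 1.78% to 0.263% and NK-like cells from 4.55% to 2.56%, and ILC2-like cells rose from 2.15% (1.86 to 2.48) to 2.93% (2.51 to 3.40). The alternative that moved the T-like, B2 B-like and B1 B-like ratios most left plasma-like and neutrophil-like cells out of the denominator, an alternative chosen after the shares had been seen.

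**Figure D1:**
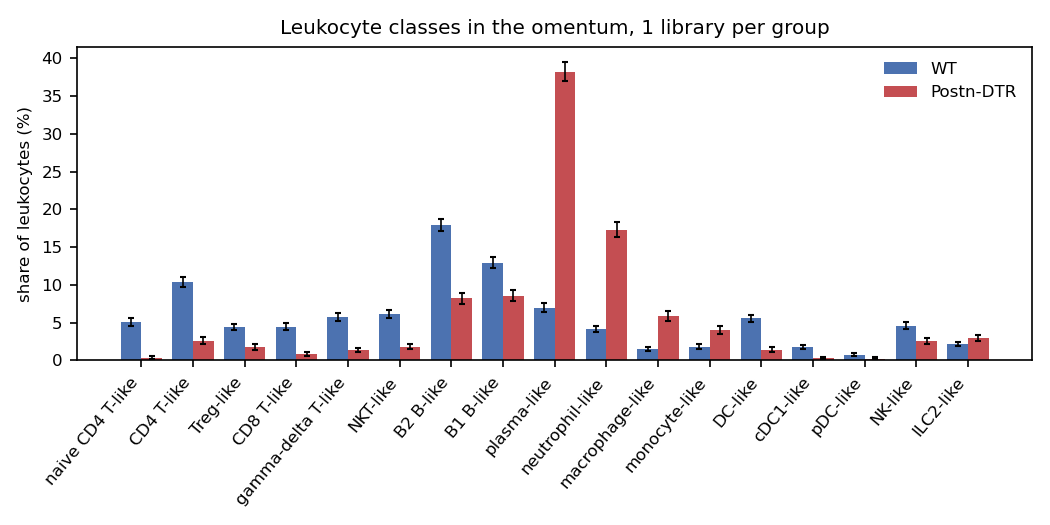
Share of leukocytes (percent, vertical axis) in each class (horizontal axis) for the WT library and the *Postn*-DTR library, with bars for the share and error bars for the exact 95% interval, which covers counting error only. T-like classes are lower in *Postn*-DTR, whereas plasma-like cells stand at 38.3% and neutrophil-like cells at 17.3%, against 6.99% and 4.12% in WT.

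Because shares are relative, they were also taken among leukocytes without plasma-like and neutrophil-like cells, 7635 cells in WT and 2530 in *Postn*-DTR. T-like cells remained lower, at 41.8% (40.7 to 42.9) in WT and 20.5% (18.9 to 22.1) in *Postn*-DTR, a ratio of 0.490. Every T-like subset stayed lower, from 0.139 for naive CD4 T-like to 0.780 (0.628 to 0.970) for Treg-like cells. The cycling T cluster stood at 1.01 (0.672 to 1.51). B2 B-like cells stood at 20.1% (19.2 to 21.0) and 18.5% (17.0 to 20.03), a ratio of 0.918 with an interval of 0.836 to 1.01, but its clusters went apart, cluster 1 from 17.1% (16.2 to 17.9) to 7.79% (6.77 to 8.90), a ratio of 0.457, and cluster 10 from 3.06% (2.69 to 3.48) to 10.7% (9.50 to 11.9), a ratio of 3.48. The direction of B1 B-like cells changed, from 14.5% (13.7 to 15.3) to 19.1% (17.6 to 20.7), a ratio of 1.32. NK-like cells also changed direction, to a ratio of 1.13 (0.937 to 1.36). With only plasma-like cells left out, the ratios were 0.369 for T-like, 0.691 for B2 B-like, 0.993 (0.899 to 1.10) for B1 B-like and 6.33 for neutrophil-like cells. The classes that rose depended on the denominator too. The study counted omental macrophages and found their number not altered, so a larger share need not mean more cells. The macrophage-like ratio was 4.08 (3.33 to 5.01) over all leukocytes, 6.15 without plasma-like cells and 8.17 (6.68 to 10.00) without plasma-like and neutrophil-like cells, but 3.05 among cells with a *Ptprc* UMI. Over all leukocytes at resolution 1.6 it was 2.70, where a cluster of 18 WT and 144 *Postn*-DTR cells, led by *Alox15*, *Prg4* and *Saa3*, stayed unnamed and was not counted in the class. Without plasma-like and neutrophil-like cells the ratio was 4.42 (3.62 to 5.39) for monocyte-like and 2.72 (2.22 to 3.34) for ILC2-like cells, and 0.495 (0.391 to 0.626) for DC-like cells. Gates set on UMIs in place of clusters gave ratios of 0.282 for T, 0.469 for B2 and 4.42 for neutrophil gates. A gate for all B cells on *Cd79a* or *Cd79b* UMIs was higher in *Postn*-DTR (54.6% against 39.5%), and plasma-like cells made up 62.1% of that gate in *Postn*-DTR and 14.8% in WT.

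The study named *Rps21*, *Tmsb10*, *Ly6d* and *Cd52* as higher in T and B2 B cells of WT mice, and these genes were compared within classes. *Rps21* (ENSMUSG00000039001, chromosome 2, 180257377 to 180258445) averaged 26.7 UMIs per 10000 in WT and 15.3 in *Postn*-DTR CD4 T-like cells, a log2 ratio of -0.80. Its log2 ratio was -0.57 in CD8 T-like cells and -0.77 in B2 B-like cells. *Tmsb10* (ENSMUSG00000079523, chromosome 6, 72957347 to 72958748) averaged 95.7 and 55.2 UMIs per 10000 in CD4 T-like cells, with log2 ratios of -0.80 there, -0.48 in CD8 T-like cells and -0.57 in B2 B-like cells. *Cd52* (ENSMUSG00000000682, chromosome 4, 134082448 to 134095082) had log2 ratios of -0.66, -0.41 and -0.84 in these classes. *Ly6d* (ENSMUSG00000034634, chromosome 15, 74762056 to 74763620) fell from 27.9 to 14.6 UMIs per 10000 in B2 B-like cells, a log2 ratio of -0.94, and had too few UMIs for a comparison in CD4 T-like cells (57 and 4) and CD8 T-like cells (23 and 1). On summed UMIs the counting intervals of the log2 ratio lay below 0 for all these values, for example -0.89 to -0.70 for *Rps21* in CD4 T-like cells. The median over the genes was -0.80 in CD4 T-like, -0.48 in CD8 T-like and -0.81 in B2 B-like cells. The alternative that moved it most, totals without receptor, mitochondrial and ribosomal protein genes, gave -0.71 in B2 B-like cells. Naive cells were 32.8% of the CD4 T-like cells in WT and 11.9% in *Postn*-DTR. Within cluster 3, the CD4 T-like cells other than naive, *Rps21*, *Tmsb10* and *Cd52* had log2 ratios of -0.62, -0.73 and -0.68. Within B2 B-like cells the 4 genes were lower in *Postn*-DTR in each cluster, between -0.81 and -0.51 in cluster 1 and between -0.51 and -0.47 in cluster 10.

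The same genes were then followed through further classes. Over 14 classes, CD4 T-like, CD8 T-like and B2 B-like cells included, *Rps21* was lower in *Postn*-DTR in 14 of 14, with log2 ratios from -0.87 to -0.35, and *Tmsb10* in 14 of 14, from -1.48 to -0.40, and both counts held under every scaling. *Cd52* was lower in 12 of 14 classes, with neutrophil-like (0.034) and macrophage-like cells (0.12) as the exceptions, and in 13 of 14 under each other scaling, where only macrophage-like cells were higher. *Ly6d* was lower in 10 of the 10 classes with at least 100 UMIs, but higher in DC-like cells on summed UMIs (0.55), and higher in DC-like and neutrophil-like cells under TMM scaling and with the reduced totals. Outside B2 B-like, B1 B-like and plasma-like cells its UMIs came from few cells (59 of 986 *Postn*-DTR neutrophil-like cells, for example).

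**Figure D2:**
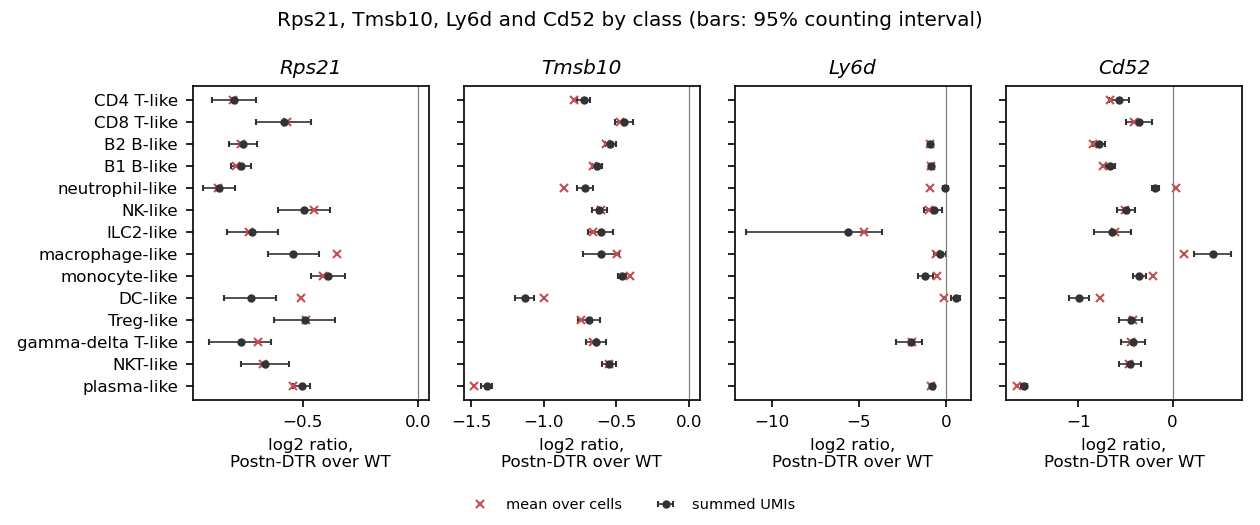
Log2 ratio of *Postn*-DTR over WT (horizontal axis) of *Rps21*, *Tmsb10*, *Ly6d* and *Cd52* in each class with at least 100 UMIs (vertical axis), as the mean over cells (crosses) and on summed UMIs (points, with bars for the 95% counting interval). *Rps21* and *Tmsb10* lie below 0 in 14 of 14 classes. *Cd52* lies above 0 in macrophage-like cells and, as the mean over cells only, in neutrophil-like cells (0.034). *Ly6d* lies above 0 on summed UMIs in DC-like cells.

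Genes with the largest differences were taken by a fixed rule. The median log2 ratio of the ranked genes was 0.074 in CD4 T-like cells and -0.11 in neutrophil-like cells, and the TMM factors, which are subtracted from the log2 ratios on summed UMIs, were 0.15 and -0.11, so the following values are large beside the shift of a whole class. In CD4 T-like cells (1322 in WT, 168 in *Postn*-DTR) the lowest genes were *Dtx1*, *Gm13546* and *Pofut1*. *Dtx1* (ENSMUSG00000029603, chromosome 5, 120680202 to 120711927) had 506 UMIs in WT and 4 in *Postn*-DTR, a log2 ratio of -3.61 (on summed UMIs -5.61 to -2.36), and -3.81 within cluster 3. *Gm13546*, with 99 and 1 UMIs, is among the leading genes of the naive cluster, which made up less of the class in *Postn*-DTR, and within cluster 3 it had 15 and 1 UMIs. The highest genes were *Ecm1*, *Gzmb* and *Fabp5*. *Ecm1* (ENSMUSG00000028108, chromosome 3, 95734147 to 95739569) rose from 0.509 to 2.74 UMIs per 10000, a log2 ratio of 2.43, with 2.61 in cluster 3 and 2.30 in naive cells. *Gzmb* had UMIs in 31 of 1322 and 20 of 168 cells, with a log2 ratio of 2.78. The log2 ratio of *Fabp5* was 1.66, with 42 of its 90 *Postn*-DTR UMIs in 1 cell. Without that cell it was 1.36 on summed UMIs (0.87 to 1.83), and after thinning, a single random draw, it was -0.52.

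In CD8 T-like cells, of which *Postn*-DTR had 46, the lowest genes were *Gm20400* (-2.89), *Xcl1* (-2.21) and *Rflnb* (-1.48) and the highest *Pim2* (1.79), *Jaml* (1.62) and *Neat1* (1.32) on the log2 scale. *Neat1* had 22 of its 55 *Postn*-DTR UMIs in 1 cell. Its log2 ratio was 0.92 without that cell on summed UMIs (0.32 to 1.48) and -0.18 after thinning, a single random draw. Over all classes *Neat1* was higher in *Postn*-DTR in 14 of 14 under every scaling, with log2 ratios of the means from 0.041 to 1.36. In B2 B-like cells the highest genes were *Fkbp5* (ENSMUSG00000024222, chromosome 17, 28399094 to 28517527), with 0.119 UMIs per 10000 in WT and 1.05 in *Postn*-DTR and a log2 ratio of 3.13, *Ptpn22* (3.02) and *Abcg1* (2.85). The lowest were *Hbb-bs*, *Hba-a1* and *Hba-a2*, whose UMIs came almost all from 1 WT cell (1388 of 1392 for *Hbb-bs*) with 0 UMIs in *Postn*-DTR, and no ratio is given for these near-identical globin copies. *Fkbp5*, *Ptpn22* and *Abcg1* were not followed within single B2 B-like clusters, whose parts in the class differed between the libraries. In B1 B-like cells *Krt8*, among the lowest genes, had 124 UMIs in WT and 3 in *Postn*-DTR, a log2 ratio of -3.93. *Fkbp5* and *Lifr* were the highest there, with log2 ratios of 3.60 and 2.59. In neutrophil-like cells *Vill* (-2.70) and *Ppic* (-3.68) were the lowest, and the highest, *Hbb-bs* and *Hba-a1*, came from 1 *Postn*-DTR cell with 300 and 128 UMIs and 0 UMIs in WT. *Fkbp5* was higher in *Postn*-DTR in 11 of the 11 classes with at least 100 UMIs, with log2 ratios from 1.43 to 4.72, and in 11 of 11 under every other scaling.

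Detection of *Aldh1a2*, *Cxcr4* and *Gata6* was compared in thinned cells. *Aldh1a2* (ENSMUSG00000013584, chromosome 9, 71215789 to 71296243) had a UMI in 37 of 8477 WT leukocytes (0.436%, 0.307 to 0.601) and in 14 of 5572 *Postn*-DTR leukocytes (0.251%, 0.137 to 0.421), against 6 of 3138 and 0 of 506 T-like cells, the latter allowing a share of up to 0.593%. Thinned to 2000 UMIs the leukocyte intervals were apart, at 0.788% (65 of 8246, 0.609 to 1.004, 343 left out) in WT and 0.362% (19 of 5245, 0.218 to 0.565, 449 left out) in *Postn*-DTR. Much of this lay in the make-up of the leukocytes, since DC-like cells held 214 of the 385 WT UMIs and 13 of the 241 *Postn*-DTR UMIs. Without DC-like and cDC1-like cells, left out after the values were seen, the shares at 2000 UMIs were 0.262% (20 of 7625, 0.160 to 0.405) and 0.349% (18 of 5156, 0.207 to 0.551). Unthinned shares were 2.57% and 3.09% of leukocytes and 0.470% and 0.193% of T-like cells, and no order was read from them because the mean level went the other way (0.0415 and 0.0256 UMIs per 10000). Among DC-like cells the unthinned share was 20.6% of 476 cells in WT, at a median of 11060 UMIs, and 12.8% of 78 cells in *Postn*-DTR, at 8796 UMIs. Thinned, these were 4.65% (2.94 to 6.96, 3 cells left out) and 5.13% (1.41 to 12.6, 0 left out), and at 2000 UMIs the order changed, to 8.12% (38 cells, 8 left out) and 1.35% (1 cell, 4 left out). The level in DC-like cells was 0.415 UMIs per 10000 in WT and 0.273 in *Postn*-DTR. Its log2 ratio was -0.60 on the means and -1.36 on summed UMIs (-2.29 to -0.55), from 13 *Postn*-DTR UMIs. The difference among leukocytes thus need not lie in their make-up alone. Among stromal cells 64.6% (51.8 to 76.1) in WT and 39.4% (22.9 to 57.9) in *Postn*-DTR had an *Aldh1a2* UMI, and after thinning 15.4% (7.63 to 26.5) and 9.09% (1.92 to 24.3). The stromal level of *Aldh1a2* was 2.30 UMIs per 10000 in WT (316 UMIs) and 0.478 in *Postn*-DTR (32 UMIs), a log2 ratio of -2.27, at the similar depths given above. On summed UMIs it was -2.48 (-3.05 to -1.95), and -2.28 (-2.85 to -1.75) without the WT cell with the most UMIs. *Cxcr4* (ENSMUSG00000045382, chromosome 1, 128588199 to 128592293) had a UMI in 16.6% of 855 WT and 15.2% of 138 *Postn*-DTR CD4 T-like cells other than naive (33 and 10 left out), and in 15.3% (13.5 to 17.2) of 1494 and 12.6% (9.63 to 16.0) of 446 B2 B-like cells (42 and 21 left out). Stromal cells, as background, gave 0 of 65, which allows up to 4.62%, and 2 of 33. Unthinned shares were 42.3% and 39.2% of these CD4 T-like cells, 41.6% (39.1 to 44.1) and 29.8% (25.7 to 34.1) of B2 B-like cells, and 13 of 65 and 10 of 33 stromal cells, at the depths given above. The intervals of the thinned shares overlapped between groups in all 10 lymphocyte classes compared. On summed UMIs the counting interval of the log2 ratio lay above 0 in 3 of the 10, naive CD4 T-like (1.07, from 12 *Postn*-DTR UMIs), B1 B-like (0.57) and plasma-like cells (0.61), and below 0 in 3, CD8 T-like (-0.60), NKT-like (-0.77) and B2 B-like cells (-0.27), so *Cxcr4* had no common direction.

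*Gata6* (ENSMUSG00000005836, chromosome 18, 11052064 to 11085635) had a UMI in 4.88% (6 of 123, 1.81 to 10.3) of WT and 12.6% (42 of 333, 9.24 to 16.7) of *Postn*-DTR macrophage-like cells, at median depths of 4998 and 3569 UMIs, and in 0.157% and 0.193% of T-like cells. Thinned to 1000 UMIs, with 3 and 53 cells left out, the macrophage-like shares were 0 of 120, which allows up to 2.50%, and 4.29% (12 of 280, 2.23 to 7.37), with 2 of 3138 and 0 of 506 T-like cells. Thinned to 2000 UMIs the order changed, to 3.74% (4 of 107) and 2.99% (7 of 234), so the thinned shares gave no settled order. The level was 0.0589 UMIs per 10000 in WT (7 UMIs) and 0.210 in *Postn*-DTR (48 UMIs), a log2 ratio of 1.83 (0.38 to 2.92 on summed UMIs), and the unthinned share was likewise higher in the group with the shallower cells. The class differed in its make-up between the libraries. At resolution 1.6, looked at after the values were seen, it fell into cluster 20 of that resolution (105 WT and 188 *Postn*-DTR cells) and cluster 26 of that resolution (18 and 144), with 1 further *Postn*-DTR cell. A *Gata6* UMI was found in 0 of 105 and 1 of 188 cells of the former and in 6 of 18 (33.3%, 13.3 to 59.01) and 41 of 144 (28.5%, 21.3 to 36.6) of the latter, so the higher *Gata6* of the class went with the larger part of it in the latter, 14.6% in WT and 43.2% in *Postn*-DTR.

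Besides *Ighm* and CD43 (encoded by *Spn*), the study assigned B1a cells by *Ighv11-1* and *Ighv11-2* and B1b cells by *Ighv1-11*, heavy-chain V segments on chromosome 12 (113981879 to 113982341, 114048241 to 114048812 and 114612243 to 114612675). Reads of related V segments can be shared, so segment identities are uncertain. *Ighv11-1* reached 3 UMIs in 0 of 1108 WT and 0 of 484 *Postn*-DTR B1 B-like cells. *Ighv11-2* reached 3 UMIs in 19.9% (17.6 to 22.4) of WT and 23.8% (20.04 to 27.8) of *Postn*-DTR B1 B-like cells, with 1.38% and 5.79% of T-like cells as background. At 10 UMIs, the alternative, the shares were 18.0% in both. *Ighv1-11* reached 3 UMIs in 4.96% (3.76 to 6.41) of WT and 40.7% (36.3 to 45.2) of *Postn*-DTR B1 B-like cells, but also in 3.89% and 43.4% of T-like cells and in 3.39% and 41.8% of B2 B-like cells, and was read as background. At 10 UMIs the *Ighv1-11* shares were 1.53% and 5.17% of B1 B-like cells and 0.0940% and 2.32% of T-like cells. In plasma-like cells, at median depths of 29300 and 23795 UMIs, 10 UMIs of *Ighv1-11* were reached in 31.7% (28.0 to 35.6) in WT and 53.4% (51.3 to 55.6) in *Postn*-DTR, and 10 UMIs of *Ighv11-2* in 36.8% (33.0 to 40.8) and 34.8% (32.8 to 36.9). These segment shares were not thinned. In numbers of cells, 10 UMIs of *Ighv11-2* were reached by 199 B1 B-like and 221 plasma-like cells in WT and by 87 and 759 in *Postn*-DTR. Plasma-like cells had *Jchain* at 426 and 244 UMIs per 10000 and *Ms4a1* at 0.856 and 0.397, against 13.8 and 10.7 UMIs of *Ms4a1* in B1 B-like cells.

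**Figure D3:**
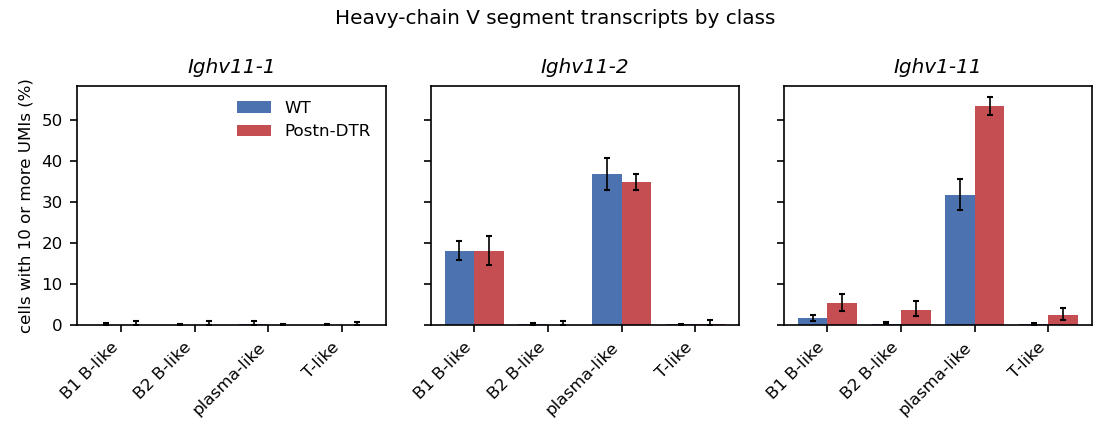
Share of cells with 10 or more UMIs of *Ighv11-1*, *Ighv11-2* or *Ighv1-11* (percent, vertical axis) in 4 classes (horizontal axis) for the WT and *Postn*-DTR libraries, with exact 95% intervals that cover counting error only. *Ighv11-2* is found in B1 B-like and plasma-like cells of both libraries, and *Ighv1-11* in B1 B-like, B2 B-like and T-like cells is low and higher in *Postn*-DTR in each.

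Gene lists fixed in advance were compared in CD4 T-like, CD8 T-like, B2 B-like and B1 B-like cells, in that order below. The 83 ribosomal protein genes had median log2 ratios of -0.13, 0.10, 0.10 and -0.051, at percentiles 0.12, 100, 100 and 2.39 of the random lists, with the same signs under TMM scaling, so that *Rps21* was lower in *Postn*-DTR whereas the list went in different directions. Interferon-stimulated genes had medians of -0.11, -0.71, -1.07 and -0.85, at percentiles 4.52, 0.64, 0 and 0. The alternative that moved this list most, a minimum of 20 UMIs per gene, gave -0.34 in B1 B-like cells. In B2 B-like cells 12 of the 12 interferon genes were lower in *Postn*-DTR. Candidate retinoic acid response genes, of which 5, 4, 5 and 5 had enough UMIs, had medians of -0.35, -0.41, -0.44 and -0.22, at percentiles 2.53, 3.48, 1.09 and 10.9. *Cd52*, which the study picked from these libraries, is 1 of those genes. Dissociation-induced genes had medians of 0.053, 0.45, -0.21 and 0.64, at percentiles 70.2, 100, 2.33 and 100, and under TMM scaling the median in CD4 T-like cells changed sign, to -0.048.

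*Xist* (ENSMUSG00000086503, chromosome X, 103460366 to 103483254) was detected in both pools. In CD4 T-like cells it averaged 4.41 UMIs per 10000 in WT and 5.18 in *Postn*-DTR, with thinned shares of 28.4% (26.0 to 31.0) and 22.9% (16.6 to 30.3) and unthinned shares of 65.1% and 53.6%. That higher mean, a log2 ratio of 0.23, was -0.091 on summed UMIs (-0.30 to 0.10). The mean was lower in *Postn*-DTR in B2 B-like (5.07 and 3.82), B1 B-like (4.38 and 3.60) and NK-like cells (3.70 and 3.22), with thinned shares of 34.3% (31.5 to 37.2) and 26.2% (22.4 to 30.4) in B1 B-like and 29.7% (25.2 to 34.5) and 23.6% (16.9 to 31.4) in NK-like cells. Both pools thus contained cells of female mice, and whether either also contained male cells was not analysed here.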

Values the study reported

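The study analysed pools of mice per group and counted 7,997 CD45-positive hematopoietic cells in WT and 5,233 in *Postn*-DTR mice. It left out cells with fewer than 200 or more than 7,500 genes or with over 25% of mitochondrial expression.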

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

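The tests given in this part were chosen only after the result was seen. A small cluster outside the named classes, cluster 25, was larger in *Postn*-DTR than the WT interval allows: it held 0.873% of the *Postn*-DTR cells (50 of 5727, 0.649 to 1.15) and 0.636% of the WT cells (55 of 8654, 0.479 to 0.826). Its genes, singled out after their values were seen, were *Il22*, with a UMI in 27.3% of the WT and 28.0% of the *Postn*-DTR cells, *Il7r* (100% and 98.0%) and *Cd4* (67.3% and 52.0%), without *Cd3e* (0% in both). No marker list written beforehand covers such cells, so the cluster stays unnamed. Scrublet called 0% of its cells doublets, but it called only 1.02% of the WT and 1.80% of the *Postn*-DTR cells against expected rates of 6.92% and 4.58%, so its calls decide little. A doublet of cells of other clusters cannot hold more of a gene than the richer of its parts. Yet 31 genes, each found in at least 10% of the cluster's cells in each library, lay above 2 times their level in every other cluster, bounds of the 95% intervals compared, against 0 genes in cluster 26, of whose cells 51.6% were called doublets. A count of 0 does not by itself mark doublets, since 7 clusters of named classes or lineages had 0 too. Doublets of the other clusters are thus argued against as the source of the cluster. Counting error stays open for the share of all cells and cannot be told apart from a difference there, because the lower bound of the *Postn*-DTR share, 0.649%, lies under the upper bound of the WT share, 0.826%. Among leukocytes without plasma-like and neutrophil-like cells the cluster held 0.720% in WT (55 of 7635, 0.543 to 0.937) and 1.98% in *Postn*-DTR (50 of 2530, 1.47 to 2.60), and there the lower bound of the *Postn*-DTR share, 1.47%, lies above the WT interval, so counting error does not account for that difference. A difference between the pooled mice of the groups, biological or not, was not tested.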

How the results depend on the processing

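The shares without plasma-like cells, with or without neutrophil-like cells, the levels without the highest cell, the sums of recovered UMIs, unthinned detection and every setting of the glucocorticoid list were chosen only after the results were seen. No paired analysis was possible because the groups share only 1 replicate number and hold 1 library each. The cause of the shifts given here was not tested unless stated.

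The T-like share was lower in *Postn*-DTR in all 13 settings, with ratios from 0.240 to 0.490, and the B2 B-like share in all 13, from 0.422 to 0.918. Plasma-like shares were higher in all 10 settings (5.39 to 6.35) and neutrophil-like shares in all 11 (3.99 to 6.33). Without plasma-like and neutrophil-like cells the ratio was 0.490 for T-like and 0.918 for B2 B-like cells, and it reversed to 1.32 for B1 B-like and 1.13 for NK-like cells. Without plasma-like cells alone it was 0.369 for T-like, 0.691 for B2 B-like, 0.993 for B1 B-like and 6.33 for neutrophil-like cells. These shifts follow from the smaller denominators. Without neutrophil-like cells alone it was 0.284 for T-like, 0.532 for B2 B-like, 0.764 for B1 B-like and 6.35 for plasma-like cells. Among cells with a *Ptprc* UMI it was 0.279 for T-like, 0.762 for B1 B-like and 6.11 for plasma-like cells. Gates on UMIs gave 0.282 for T cells, and had no gate for B1 B-like or plasma-like cells. Resolution 1.6 gave 0.769 for B1 B-like and resolution 0.4 gave 4.97 for neutrophil-like cells. The macrophage-like ratio, 4.08 over all leukocytes, ranged from 2.70 at resolution 1.6, where a cluster of 18 WT and 144 *Postn*-DTR cells of the class stayed unnamed, to 8.17 without plasma-like and neutrophil-like cells. Of the other class shares, 13 values moved by more than the half-width of their interval, 8 toward no difference and 5 away from it. The stricter limits left at least 8559 WT and 5617 *Postn*-DTR cells.

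The median log2 ratio of *Rps21*, *Tmsb10*, *Ly6d* and *Cd52* stayed below 0 in every setting, from -0.88 to -0.73 in CD4 T-like, -0.50 to -0.39 in CD8 T-like and -0.83 to -0.71 in B2 B-like cells. Only totals without receptor, mitochondrial and ribosomal protein genes moved it by more than the half-width of its interval, to -0.71 in B2 B-like cells. Of single named genes 207 values stayed within that width and 54 moved, 29 toward no difference and 25 away from it. *Ly6d* in neutrophil-like cells reversed to 0.063 under TMM scaling and to 0.052 with the reduced totals, from -0.94, whereas it was -0.049 on summed UMIs, -1.45 after thinning, -1.94 at resolution 1.6 and -2.50 with doublets removed, so its size there is unsettled. Thinning reversed *Fabp5* in CD4 T-like cells to -0.52 and *Neat1* in CD8 T-like cells to -0.18. With the highest cell of each library left out they stayed higher in *Postn*-DTR, at 1.30 and 0.87, so a single cell does not account for the higher level. In CD4 T-like cells of at least 1000 UMIs that were not thinned *Fabp5* stood at 1.71, so the loss of shallower cells does not account for its reversal, and no CD8 T-like cell was lost to thinning. Not thinned, these CD8 T-like cells had *Neat1* at 1.32. Thinning leaves the expected mean of a gene as it is, so the reversals come from the random draw of UMIs. Only a single draw was made, and the thinned values decide little for these genes. The haemoglobin genes gave no value under any alternative, since a group was at 0.

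Detection depended on depth, but not every share rose with it. From 1000 to 2000 UMIs *Gata6* fell from 4.29% to 2.99% of *Postn*-DTR macrophage-like cells. *Aldh1a2* fell from 5.13% to 1.35% of *Postn*-DTR DC-like cells. Thinned to 2000 UMIs, *Aldh1a2* rose to 0.788% of WT and 0.362% of *Postn*-DTR leukocytes, with intervals apart (0.609 to 1.004 and 0.218 to 0.565). The intervals overlapped at 1000 UMIs and, without DC-like and cDC1-like cells, at 2000 UMIs too. *Cxcr4* rose to 28.2% (WT) and 27.4% (*Postn*-DTR) of CD4 T-like cells other than naive. In B2 B-like cells it rose to 25.4% and 21.6%. *Gata6* rose to 3.74% of WT macrophage-like cells. In *Postn*-DTR macrophage-like cells it fell instead, from 4.29% (53 cells left out) to 2.99% (99 left out). Not thinned, the WT and *Postn*-DTR shares were 2.57% and 3.09% for *Aldh1a2*, 42.3% and 39.2% for *Cxcr4* in CD4 T-like cells other than naive, 41.6% and 29.8% in B2 B-like cells, and 4.88% and 12.6% for *Gata6*, and *Postn* stood at 0.198% of WT leukocytes. With 10 UMIs in place of 3, *Ighv11-2* fell to 18.0% of *Postn*-DTR B1 B-like cells and to 0.0651% of WT and 0% of *Postn*-DTR B2 B-like cells, and *Ighv1-11* to 1.53% and 5.17% of B1 B-like and 0.260% and 3.64% of B2 B-like cells.

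TMM scaling moved the interferon list to -0.33 in CD4 T-like, -0.46 in CD8 T-like and -1.19 in B2 B-like cells, the retinoic acid list to -0.49, the dissociation list to -0.048 and the glucocorticoid list to 0.45 in CD4 T-like cells. A minimum of 20 UMIs moved the interferon list to -0.53 in CD8 T-like and -0.34 in B1 B-like cells, the retinoic acid list to -0.51 in CD4 T-like and -0.74 in CD8 T-like cells, and the glucocorticoid list to 0.87 in CD4 T-like, 0.89 in CD8 T-like and 0.65 in B2 B-like cells. The other 27 list values moved by no more than 0.1.

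Cell number limits what can be read in small classes: among them, *Postn*-DTR had 20 naive CD4 T-like, 46 CD8 T-like, 15 cDC1-like, 13 pDC-like, 12 mast or basophil-like and 33 stromal cells.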

Other observations

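The tests of dilution, of V segments, of bone marrow and of depth in CD8 T-like cells were chosen only after the result was seen, and so was the glucocorticoid list, after *Fkbp5* had come up but before the list was tested.

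The lower *Rps21*, *Tmsb10*, *Ly6d* and *Cd52* in T-like and B2 B-like cells may belong to a shift across the library rather than to these lymphocytes. Over NK-like, ILC2-like, macrophage-like, monocyte-like and DC-like cells the median log2 ratio of *Rps21*, *Tmsb10* and *Cd52* was -0.50, beside -0.66 in CD4 T-like, CD8 T-like and B2 B-like cells. It had been predicted to be under 0.5 times the latter value if the shift were limited to T-like and B2 B-like cells. Several technical sources are argued against. Genes with transcripts under 700 nucleotides, as *Rps21*, *Tmsb10* and *Cd52* have, had a median log2 ratio of -0.042 with ribosomal protein genes and these genes left out, so poorer recovery of short transcripts does not account for the drop. Immunoglobulin RNA rose from 0.143% to 0.444% of the UMIs in CD4 T-like cells, too little to matter, and with receptor, mitochondrial and ribosomal protein genes out of the totals the median of *Tmsb10*, *Ly6d* and *Cd52* remained -0.60. In CD8 T-like cells, which were deeper in *Postn*-DTR, the genes were still lower, with a median of -0.48, which argues against shallower cells as the whole source. Thinning every cell to 1000 UMIs gave -0.70, but thinning leaves the expected mean of a gene as it is, so that test decides nothing. The study's methods state that the samples were processed together, which argues against separate batches but was not tested here. What stays open is a difference between the libraries themselves, in handling or capture, or a tissue-wide response in *Postn*-DTR mice. With 1 library per group these cannot be separated.

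The drop in T-like cells was not only a matter of dilution. Without plasma-like and neutrophil-like cells the T-like ratio was 0.490, far from 1, so the larger shares of those classes cannot be the whole cause. This holds for T-like cells as a whole, and the subsets differed. The ratio was 0.139 for naive CD4 T-like, 0.780 (0.628 to 0.970) for Treg-like cells and 1.01 (0.672 to 1.51) for the cycling T cluster. Dilution may thus account for most of the Treg-like drop and for that of the cycling cluster. For B2 B-like cells taken as a whole the ratio became 0.918, so that dilution may account for most of their lower share, with a ratio of 0.691 when plasma-like cells alone were left out. It cannot account for cluster 1, which held 84.8% of the WT B2 B-like cells and kept a ratio of 0.457, while cluster 10 rose to 3.48. Whether cells of cluster 1 were lost or changed into the state of cluster 10 was not tested. Shares carry no cell numbers, and a loss of B2 B cells together with other cells would look like dilution. By counts of cells in several mice per group, the study found fewer CD4 T, CD8 T, B2 B and total CD45-positive cells in *Postn*-DTR omenta. It also found fewer transferred splenocytes in the milky spots, whereas numbers of B1 B cells and macrophages were not altered. Whether the lower T-like and B2 B-like shares in these libraries reflect that loss or a difference in dissociation yield was not tested here.

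V segments used in assigning B1a and B1b cells may be carried by antibody-secreting cells as well as by B1 B cells. Antibody-secreting cells alone are argued against for *Ighv11-2*, which reached 10 UMIs in 18.0% of the B1 B-like cells in both libraries, beside 0.0627% and 0.193% of T-like cells. For *Ighv1-11* the share of B1 B-like cells was 1.53% in WT (0.896 to 2.45), above T-like cells (0.0194 to 0.275), but in *Postn*-DTR its interval (3.37 to 7.53) overlapped that of T-like cells (1.20 to 4.01), so transcripts made in B1 B-like cells and free RNA from plasma-like cells cannot be told apart there. Of the cells with 10 or more UMIs of *Ighv11-2*, 199 were B1 B-like and 221 plasma-like in WT, and 87 and 759 in *Postn*-DTR, so this segment alone would pick both kinds of cell, in other proportions in each library. The study's B1a and B1b definitions also ask for *Ighm* and CD43, encoded by *Spn*. Plasma-like cells had *Ighm* at 466 UMIs per 10000 in WT and 442 in *Postn*-DTR, and *Spn* at 0.317 and 0.405, near the 0.291 and 0.315 of B1 B-like cells, so neither marker sets plasma-like cells apart from that definition. The study's B1a and B1b classes, whose shares it found higher in *Postn*-DTR, may thus include cells called plasma-like here, which rose, while the B1 B-like share of all leukocytes fell. Few V segments making up a large part of the UMIs can reflect expanded clones in the pooled mice, and clonality was not analysed here. Whether the rise of plasma-like cells belongs to *Postn*-DTR or to a single mouse of the pool cannot be seen from 1 library.

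*Fkbp5*, a glucocorticoid-induced gene, was higher in *Postn*-DTR in each of the 11 classes with enough UMIs. A glucocorticoid response may be the source, since a list of other glucocorticoid-induced genes without *Fkbp5*, such as *Tsc22d3*, *Per1* and *Ddit4*, had median log2 ratios of 0.76, 0.62, 0.38 and 0.74 in CD4 T-like, CD8 T-like, B2 B-like and B1 B-like cells, at percentiles 100, 99.98, 99.2 and 99.99 of random lists. The median over these classes was 0.68. The prediction asked for the 95th percentile in at least 3 of 4 classes, and the list reached it in 4. Collection time in the day, handling stress, illness after DT and a response to the loss of stromal cells would all raise such genes, and the data do not separate them. The lower interferon list and the lower naive T-like share are compatible with such a state but were not tested against it.

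Cluster 18, within the neutrophil-like class, was led by *Elane*, *Mpo* and *Prtn3*, genes of neutrophil precursors, which averaged 98.2, 52.1 and 89.2 UMIs per 10000 there. It held 114 WT and 195 *Postn*-DTR cells, 1.33% (1.10 to 1.59) and 3.42% (2.97 to 3.93) of leukocytes. Bone marrow carried into the suspension might bring such cells. Cells of any class with 10 or more haemoglobin UMIs numbered 6 over both libraries, a number equal to 1.94% of that of the precursor cells. The prediction for bone marrow had been at least 10%, but a leukocyte suspension can lack erythroblasts whatever its source, so bone marrow and precursors resident in the omentum cannot be told apart.

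Cluster 26, another unnamed cluster, held 89 WT cells (1.03%, 0.827 to 1.26) and 4 *Postn*-DTR cells (0.0698%, 0.0190 to 0.179), and 51.6% of its cells were called doublets.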
